A study of Mus musculus with 12 samples.

How the data were processed

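ATAC-seq libraries from forebrain of C57BL/6 mice aged 4 months were compared between wild-type and SgshKO animals. Per the labels' protocols, microglia were sorted as live CD11b+, CX3CR1+ cells with low CD45, and NeuN+ and Olig2+ nuclei were sorted after light formaldehyde fixation. Libraries were tagmented, size-selected and sequenced as single-end reads. The labels name a pair of Illumina instruments without saying which library ran on which, and give no batch, sex or animal number. The aligner, peak caller, read shifting and genome build are not given in the sources used here.

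The authors deposited 1 table per cell type, which holds peaks, their nearest gene, distance to its TSS and annotation class. The deposited signal is the number of tags per peak in each library, which per the file headers was scaled so that the library's total equals 10000000 tags. The files also hold the authors' Peak Score, a score from 540 to 1000 that was used only as a filter on peaks. Per the names in the deposited tables, peaks were merged over the WT and SgshKO libraries of a cell type, and each is measured in all 4 libraries. Single-end tags and the unstated handling of duplicates and multiply mapped reads limit the reading of peaks in repeated sequence.

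Dividing out the scaling with the total in each header recovered whole reads: 100% of values were within 0.01 of a whole number. All 12 tag columns matched a sample title, and 0 were left over. Gene symbols that spreadsheet software had turned into dates (169, 202 and 168 peaks in microglia, NeuN+ and Olig2+ tables) were restored from their Entrez numbers. Of the Entrez numbers, 99.9% were found in the RefSeq gene table of mouse assembly GRCm38.p6. The start sites implied by the files lay within 10 bp of the end of the same gene in that assembly for 49.7%, 48.7% and 49.7% of peaks. Coordinates are given as the files give them, without conversion. The same gene table gave the number of protein-coding genes within 500000 bp of each peak (gene density).

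Within each table, log2(normalized tags + 1) was compared between SgshKO and WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided, no covariate). A peak was called at a Benjamini-Hochberg adjusted p under 0.05 over the table. Changes are on the log2(value + 1) scale, which understates those of low peaks. Each ± is an SD over 2 libraries, or the standard error where it follows a log2 change. No peak was filtered out. Gene lists (DAM, homeostatic, lysosome and interferon in microglia, lysosome in both nuclei sorts) were tested with fry, adjusted over 6 tests, and with camera at a correlation of 0.01. Peaks overlapping (by at least 1 bp) those called in microglia were tested likewise over 4 tests. For differences between cell types, peaks with a one-to-one reciprocal overlap of 50% in the 3 tables entered 1 limma model of the 12 libraries. In that model all 12 libraries share 1 estimate of the spread of each peak.

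The peaks named followed a fixed rule. In each table these were the 3 largest increases and 3 largest decreases, at most 1 per nearest gene, among called peaks with both SgshKO libraries on 1 side of both WT libraries and a mean at or above the median. To these were added the Sgsh start-site peak and, for each of 12 genes in microglia, a peak within 1000 bp of the TSS. Also added were the smallest-p called peak of the DAM and lysosome lists and the 2 smallest-p peaks per pair of cell types. Alternatives were pseudocounts of 0.5 and 5, leaving out the lowest 25% of peaks or the sex chromosomes, other scalings (in-peak sum, median of ratios, quantile), other thresholds, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, the replicate number as a block, and leaving out each library. The design, lists and alternatives were fixed from the labels. Added later were cyclic loess, a loess correction on gene density, a filter on Peak Score 1000, thinning of reads, edgeR without each library, and the omission of each library in the model across cell types. A motif comparison and a correction for GC content need the genome sequence, and were not run.

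A pair of lists added after the tables were read, of glucocorticoid-responsive and immediate-early genes, left out genes already seen among the top peaks. Marker lists for 6 cell types described the sorts by summed tags within 1000 bp of a TSS. In microglia the microglia, neuron, astrocyte, oligodendrocyte and endothelial sums overlapped between genotypes, and the blood myeloid sum was higher in SgshKO. As shares of the tags in peaks, the microglia, oligodendrocyte and endothelial sums were lower in SgshKO.

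The fits were tested on simulated data: negative binomial counts were drawn for the peaks of each table with their means, library totals and dispersions, and 200 peaks were changed. Limma recovered 98.0%, 91.0% and 97.0% of 4-fold changes in the microglia, NeuN+ and Olig2+ tables (91770, 107627 and 82577 peaks) and 32.0%, 35.0% and 72.0% of 2-fold changes. Unchanged peaks made up 4.32%, 2.19% and 4.43% of calls. DESeq2 recovered 82.0%, 71.0% and 77.0% of 4-fold changes. A one-sided limma test that a change lies below a bound, simulated at -0.2 in the Olig2+ table, recovered 88% of 4-fold and 20% of 2-fold decreases and called 0 unchanged peaks. In the model across cell types (16761 peaks), 95.5% and 93.0% of 4-fold changes made in microglia were recovered against NeuN+ and Olig2+ nuclei, and unchanged peaks were 9.05% and 9.27% of calls, above the nominal 5%. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and GenomicRanges 1.54.1. Library totals are from 10771659 to 19555924 tags, and 1 read is worth between 0.511 and 0.928 normalized tags.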

Results

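Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in forebrain cells of C57BL/6 mice at 4 months of age. The 12 libraries came from wild-type (WT) mice and from mice without a working Sgsh gene (SgshKO), which encodes the lysosomal enzyme N-sulfoglucosamine sulfohydrolase. There were 3 sorts: live microglia, nuclei positive for the neuronal protein NeuN, and nuclei positive for the oligodendrocyte-lineage protein Olig2. Each sort had 2 WT and 2 SgshKO libraries, so that n = 2 in each of the 6 groups. The tables held 91770 peaks in microglia, 107627 in NeuN+ nuclei and 82577 in Olig2+ nuclei.

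Library totals ranged from 10771659 to 11804222 tags in microglia. For NeuN+ nuclei they were 17653808 and 17706971 in WT and 14326703 and 15750361 in SgshKO. For Olig2+ nuclei they were 19279923 and 19555924 in WT and 16264397 and 15044194 in SgshKO. The share of tags inside peaks was 55.8% and 48.7% in the WT microglia libraries and 67.4% and 53.7% in the SgshKO ones. It was 26.3% ± 0.55 (SD, n = 2) in WT and 21.4% ± 0.22 in SgshKO NeuN+ nuclei, and 31.8% ± 0.03 and 31.4% ± 0.65 in Olig2+ nuclei. The widest 95% Wilson interval of a single library was that of SgshKO microglia replicate 2, from 53.622% to 53.681%. These intervals cover counting error only, since reads are not independent molecules. The median peak held 17 to 39 reads per library.

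Replicates differed by more than sampling noise in each pair. In peaks with at least 100 reads over a pair, the extra coefficient of variation was 11.1% between WT and 26.1% between SgshKO microglia libraries, 5.17% and 5.49% in NeuN+ nuclei, and 6.50% and 5.92% in Olig2+ nuclei. Across peaks of 1 table, the Pearson correlation of log2 values was 0.951 and 0.929 within the WT and SgshKO microglia pairs and 0.852 to 0.866 between genotypes. The corresponding values were 0.942, 0.908 and 0.774 to 0.784 in NeuN+ nuclei, and 0.963, 0.954 and 0.898 in Olig2+ nuclei.

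The promoter of the targeted gene was examined first. The labels do not state the type of Sgsh allele, and accessibility of a promoter does not check the genotype label. In microglia the peak at the Sgsh start site (chromosome 11, 119355381 to 119355624, 8 bp from the TSS) had 173 ± 15.7 normalized tags in WT and 259 ± 1.99 in SgshKO, a log2 change of 0.58 ± 0.27 (SE) that was not called (adjusted p = 0.196). It was called after median-of-ratios scaling (adjusted p = 0.0478) and after a correction on gene density (0.0479). After quantile normalization and cyclic loess the change was smaller, at 0.22 and 0.25, and was not called (adjusted p = 0.465 and 0.433). For NeuN+ nuclei the peak (119355412 to 119355635) fell from 28.6 ± 8.46 to 11.2 ± 3.01, a log2 change of -1.27 ± 0.28 (adjusted p = 0.00256). It was no longer called without WT replicate 1 (log2 change -0.97, adjusted p = 0.0916). Without either SgshKO library no NeuN+ peak was called, so the loss of the call there (adjusted p = 0.181 and 0.137) says nothing about this peak. In Olig2+ nuclei (119355403 to 119355637) it did not differ (70.01 ± 5.85 against 65.0 ± 5.84, adjusted p = 0.653).

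Which peaks differed between genotypes in microglia was tested with limma. At an adjusted p under 0.05, 6765 peaks (7.37%) were called, 4631 higher and 2134 lower in SgshKO, with median log2 changes of 1.42 and -1.73. In 6754 of them both SgshKO libraries lay on the same side of both WT libraries. The count of called peaks moved most when a library was left out, which also changes the replicate spread that each test rests on. It was 1159 without WT replicate 1, 557 without WT replicate 2, 18850 without SgshKO replicate 1 and 16531 without SgshKO replicate 2. The balance of directions turned with in-peak scaling, but not with the other scalings. Scaled to deposited totals, 68.5% of calls were higher in SgshKO. Scaled to the sum of tags in peaks, 35.1% were (5103 higher, 9419 lower). The share was 71.2% after median-of-ratios scaling, 61.9% after quantile normalization and 69.5% after cyclic loess. It was 72.2% after the gene density correction and 66.1% by edgeR with TMM. By DESeq2 the share was 90.9% (4400 higher, 443 lower). Leaving out a library, by limma with the deposited totals, gave 97.2% and 97.1% without WT replicates 1 and 2, 31.3% without SgshKO replicate 1 (5907 higher, 12943 lower) and 71.4% without SgshKO replicate 2. The median change of all peaks was -0.08 with the deposited totals and -0.28 with the in-peak sum.

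**Figure D1:**
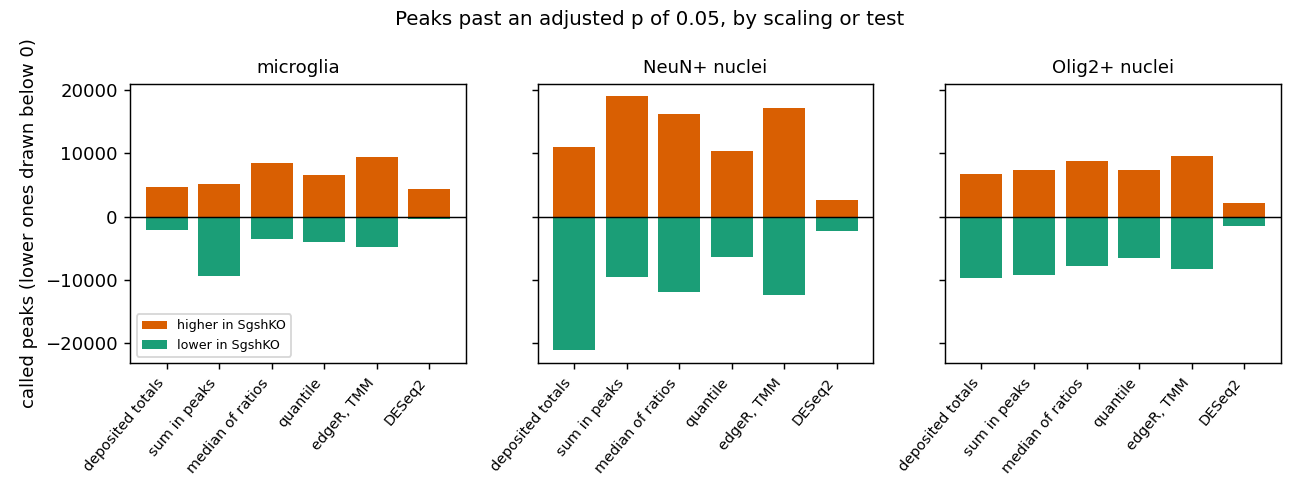
Number of called peaks (vertical axis; peaks lower in SgshKO are drawn below 0) in each cell type under 6 scalings or tests (horizontal axis), with bars above 0 for peaks higher in SgshKO. In NeuN+ nuclei the deposited totals gave 11008 higher and 21097 lower peaks, and quantile normalization 10349 higher and 6352 lower.

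Among called microglia peaks at or above the median signal, the largest increase was intergenic, at -161597 bp from the Igf1 TSS (chromosome 10, 87696514 to 87696822), from 1.28 ± 0.59 to 69.1 ± 13.7 normalized tags (log2 change 4.96 ± 0.49, adjusted p = 1.31e-08). The WT libraries had 1 and 2 reads there, and its rank depended on the pseudocount. With a pseudocount of 5 its change was smaller than that of the next peak (3.55 against 3.79). With 0.5 it stayed larger (5.32 against 4.69). Next came an intergenic peak 10053 bp from Fabp5 (chromosome 3, 10022535 to 10022742), from 4.28 ± 0.06 to 123 ± 14.2 (log2 change 4.55 ± 0.41, adjusted p = 5.23e-09), which was also the peak of the disease-associated microglia (DAM) list with the smallest p. A peak in intron 1 of Got1 (chromosome 19, 43516424 to 43516625) rose from 3.02 ± 3.07 to 72.4 ± 7.83 (log2 change 4.43 ± 0.50, adjusted p = 2.03e-07). The largest decreases were in an intron of Zbtb16 (chromosome 9, 48723763 to 48723964; log2 change -3.00 ± 0.43, adjusted p = 1.59e-05), in an intron of Csmd3 (chromosome 15, 48583965 to 48584172; -2.44 ± 0.39, adjusted p = 5.47e-05) and in an intergenic region nearest Vmn1r2 (chromosome 4, 3068307 to 3068550; -2.21 ± 0.43, adjusted p = 0.000808). The Csmd3 call was lost without WT replicate 2 (adjusted p = 0.0788), and the Vmn1r2 call without WT replicate 1 (adjusted p = 0.252).

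The series title names a DAM signature, and the study design names the transcription factors MITF, TFEB and TFE3. Therefore 1 peak within 1000 bp of the TSS of each of 12 genes was followed in microglia. Those of Lpl and Gpnmb lie in intron 1, at 711 and 577 bp from the TSS. None of the 12 passed the threshold. The nearest to it were Cx3cr1 (chromosome 9, 120068156 to 120068362), which went from 256 ± 21.8 to 153 ± 6.26 (log2 change -0.74 ± 0.27, adjusted p = 0.0901), and Cst7 (chromosome 2, 150570165 to 150570389), from 32.5 ± 1.67 to 63.7 ± 4.41 (log2 change 0.95 ± 0.36, adjusted p = 0.0975). Both were called after quantile normalization (adjusted p = 0.00188 and 0.0341), median-of-ratios scaling (0.0413 and 0.0302), cyclic loess (0.00342 and 0.0333) and the gene density correction (0.0422 and 0.0323), and without SgshKO replicate 1 (0.0378 and 0.0247). Cx3cr1 was also called with in-peak scaling (0.00766) and without SgshKO replicate 2 (0.0219). Without either WT library neither was called (adjusted p = 0.626 to 0.771). Lpl (chromosome 8, 68881085 to 68881448) went from 24.8 ± 0.86 to 10.6 ± 5.81 (log2 change -1.25, adjusted p = 0.0984) and was called with in-peak scaling (adjusted p = 0.0259) and without SgshKO replicate 1 (0.00122). Tmem119 (chromosome 5, 113800390 to 113800617) went from 426 ± 19.9 to 654 ± 241 (log2 change 0.57, adjusted p = 0.182). That change was called without SgshKO replicate 2 (0.95, adjusted p = 0.00184) after median-of-ratios scaling (0.62, adjusted p = 0.0253) and after the gene density correction (0.62, adjusted p = 0.0244), and was -0.02 after quantile normalization. The peaks of Mitf (chromosome 6, 97806863 to 97807164), Tfeb (chromosome 17, 47736998 to 47737199) and Tfe3 (chromosome X, 7763772 to 7764006) changed by 0.20, -0.45 and -0.04 (adjusted p = 0.752, 0.413 and 0.959). The peaks of Gpnmb, Itgax, Spp1, Clec7a and P2ry12 changed by between -0.17 and 0.52, with adjusted p from 0.467 to 0.944. In-peak scaling, which lowered the median of all peaks from -0.08 to -0.28, put Gpnmb, Itgax, Mitf and P2ry12 below 0 (between -0.122 and -0.004), still above that median. Median-of-ratios scaling, which moved that median to -0.03, likewise put Tfe3 at 0.02. The direction flipped without WT replicate 1 at Gpnmb (-0.083), without SgshKO replicate 2 at Clec7a (0.182, where the median of all peaks was 0.154), and without WT replicate 2 (-0.557) or SgshKO replicate 2 (-0.047) at P2ry12.

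**Figure D2:**
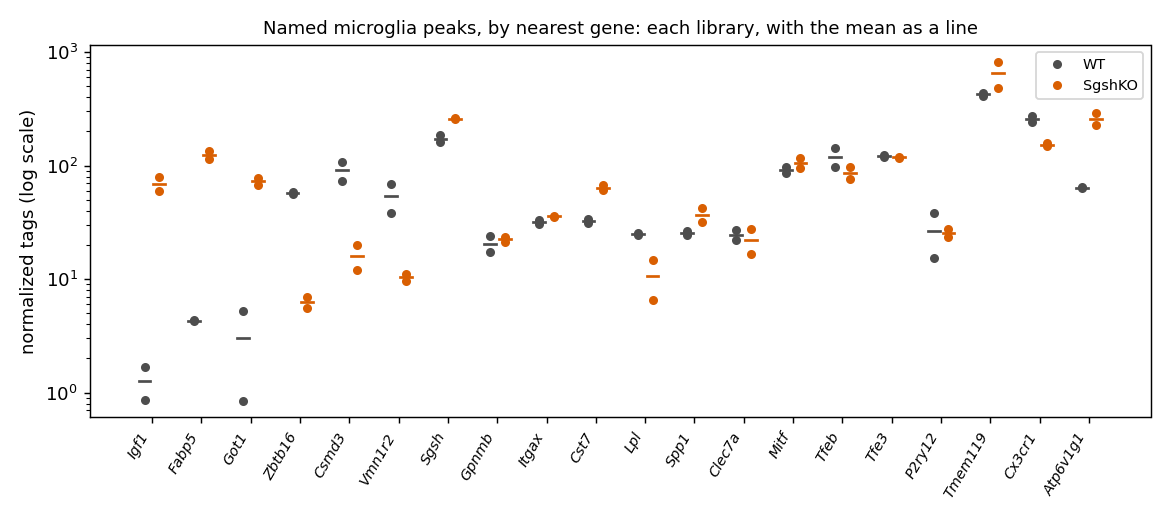
Normalized tags (vertical, log axis) at each named microglia peak (horizontal axis, by nearest gene), with a point per library and a line at the mean of the 2 WT or 2 SgshKO libraries. The points of Fabp5 lie far apart between genotypes (means of 4.28 and 123), while those of Tfe3 overlap (121 and 118).

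Peaks were then grouped by nearest gene into lists fixed before the data were examined. The DAM list (348 peaks of 38 genes) had a median log2 change of 0.28 and a mean of 0.28, that is 0.36 above the median of all peaks. The list did not pass under the rotation test fry (adjusted p = 0.376). It passed under camera, which compares a list with the other peaks under a preset correlation (adjusted p = 0.000105). Of its peaks, 30 were called over all peaks (26 higher, 4 lower) and 35 when adjusted over the list alone (31 higher, 4 lower). The homeostatic list (546 peaks of 25 genes) had a median of -0.49, which minus the median of all peaks was -0.41, with adjusted p = 0.226 by fry and 8.34e-08 by camera. There 55 peaks were called (5 higher, 50 lower), and 82 adjusted over the list alone. With quantile normalization both lists passed under fry (adjusted p = 0.0307 for each). The DAM and homeostatic lists also passed under fry with in-peak scaling (adjusted p = 0.00372 and 0.00513). They did not with the replicate block (0.18 and 0.132) or a pseudocount of 5 (0.379 and 0.222). The lysosome list (608 peaks of 79 genes; median 0.10, mean 0.08) did not pass under fry (adjusted p = 0.59) or camera (0.079); 63 of its peaks were called (45 higher, 18 lower), and 82 adjusted over the list alone. Its peak with the smallest p was at the start site of Atp6v1g1 (chromosome 4, 63544632 to 63544864), which rose from 63.7 ± 0.91 to 257 ± 44.4 (log2 change 1.99 ± 0.29, adjusted p = 2e-05). The interferon list (122 peaks of 24 genes; median 0.07, mean 0.04) passed under neither test (adjusted p = 0.742 and 0.272), with 10 called peaks and 15 adjusted over the list alone. In-peak scaling lowered all microglia peaks alike, and the medians of the lysosome and interferon lists with them, to -0.10 and -0.14 (adjusted p = 0.206 and 0.494). Minus the median of all peaks they stayed at 0.179 and 0.145, against 0.18 and 0.146 with the deposited totals. Without SgshKO replicate 1 the medians were -0.048 and -0.151, which minus that of all peaks were 0.226 and 0.123.

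In NeuN+ nuclei 32105 peaks (29.8%) were called, 11008 higher and 21097 lower in SgshKO. The median change of all peaks was -0.23 with the deposited totals and -0.03 after median-of-ratios scaling, which moved the share of higher calls from 34.3% to 57.7% (16183 higher, 11850 lower). That share was 66.5% with the in-peak sum (18962 higher, 9534 lower), 62.0% after quantile normalization (10349 higher, 6352 lower), and 57.9% and 54.5% by edgeR with TMM and by DESeq2. The sign of the balance between higher and lower NeuN+ calls thus changed with the scaling. Of the called peaks, 15339 were called in the same direction after quantile normalization and 55 in the opposite one. The count was 11278 without WT replicate 1 and 14482 without WT replicate 2. It was 0 without either SgshKO library by limma and by edgeR, although 33265 and 32556 peaks had an unadjusted p under 0.05 by limma, and 28119 and 26172 by edgeR. Thinning WT replicate 2 by 10%, which breaks ties between the WT libraries, gave 29459 and 28505 limma calls in those fits.

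Peaks within 1000 bp of a TSS changed apart from the others in NeuN+ nuclei. Their median log2 change was -0.53, against -0.11 for distal peaks, and 407 were called higher and 10494 lower. The counts were 1140 higher and 5502 lower with in-peak scaling, and 998 higher and 2855 lower after quantile normalization. The difference of medians was -0.42 with the deposited totals, -0.41 with in-peak scaling and -0.25 after quantile normalization. It lay between -0.46 and -0.20 in the 10 deciles of mean signal. For microglia and Olig2+ nuclei the same difference was 0.15 and 0.18.

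**Figure D3:**
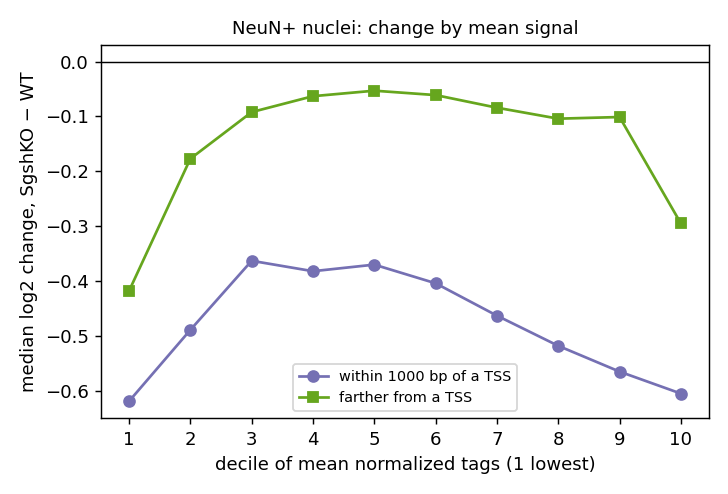
Median log2 change between genotypes (vertical axis) in NeuN+ nuclei, by decile of mean normalized tags (horizontal axis), for peaks within 1000 bp of a TSS (circles) and farther away (squares). Peaks near a TSS lie lower in each decile; at the highest signal their median was -0.60 and the difference -0.31.

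The largest increase in both nuclei sorts was the same intergenic peak on chromosome 1 (24613018 to 24613218, at -25681 bp from the Col19a1 TSS). Both WT libraries had 0 reads there in each sort, while the SgshKO libraries had 700 and 809 reads in NeuN+ nuclei (501 ± 17.7 normalized tags) and 1189 and 1042 in Olig2+ nuclei (712 ± 27.2). Against a floor of 3 reads per WT library, the SgshKO level was at least 287-fold higher in NeuN+ and at least 445-fold higher in Olig2+ nuclei (adjusted p = 2.06e-14 and 2.74e-24). Whether reads of mitochondrial origin map to this place, and whether they were filtered alike in all libraries, was not examined, so these folds may not measure accessibility. The other large increases in NeuN+ nuclei were at -3223 bp from the Olfr344 TSS (chromosome 2, 36565216 to 36565539; log2 change 3.57 ± 0.31, adjusted p = 9e-07) and near Esp15 (chromosome 17, 39591644 to 39591844; 3.23 ± 0.36, adjusted p = 7.93e-06), both intergenic. The largest decreases, also intergenic, were near Hrh2 (chromosome 13, 54190064 to 54190264; -3.65 ± 0.39, adjusted p = 4.99e-06), Plekha1 (chromosome 7, 130834391 to 130834593; -3.29 ± 0.23, adjusted p = 7.81e-08) and Rpp21 (chromosome 17, 36231458 to 36231658; -3.15 ± 0.10, adjusted p = 2.56e-13). The Rpp21 peak fell from 581 ± 14.8 to 64.7 ± 6.21. Each of the 6 was uncalled without SgshKO replicate 1 (adjusted p = 0.126) or 2 (0.129), as were all peaks. The lysosome list (408 peaks of 80 genes) had a median of -0.27 and a mean of -0.16 and passed under fry (adjusted p = 0.0235) but not camera (0.485); its median minus that of all peaks was -0.04. In-peak scaling raised all NeuN+ peaks alike, so that the list had a median of 0.005 (adjusted p = 0.0382), still -0.041 from that of all peaks. After quantile normalization it did not pass (adjusted p = 0.157), nor without any 1 of the 4 libraries (adjusted p = 0.0731 to 0.167). It had 125 called peaks (36 higher, 89 lower), and 125 adjusted over the list alone.

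In Olig2+ nuclei 16370 peaks (19.8%) were called, 6743 higher and 9627 lower in SgshKO. Higher calls made up 41.2% with the deposited totals, 44.7% with in-peak scaling (7402 higher, 9157 lower), 53.1% after median-of-ratios scaling (8838 higher, 7811 lower), 53.2% after quantile normalization (7343 higher, 6453 lower), 53.6% by edgeR with TMM and 60.9% by DESeq2. The count was 6165 without WT replicate 1 and 6090 without WT replicate 2. Apart from the peak near Col19a1, the largest increases were nearest Gm20758 (chromosome 10, 111802261 to 111802511, intergenic; log2 change 2.63 ± 0.28, adjusted p = 4.23e-08) and C8b (chromosome 4, 104591050 to 104591252, in an intron; 2.46 ± 0.25, adjusted p = 2.48e-08). The largest decreases were intergenic and nearest Actl7b (chromosome 4, 56654424 to 56654633; -3.40 ± 0.26, adjusted p = 6.41e-11), Pdk4 (chromosome 6, 5443286 to 5443497; -3.06 ± 0.21, adjusted p = 8.08e-12) and 1700044K03Rik (chromosome 18, 49166365 to 49166578; -3.04 ± 0.28, adjusted p = 2.91e-09). The Pdk4 peak fell from 110 ± 5.11 to 12.7 ± 4.72. The lysosome list (328 peaks of 76 genes; median -0.14, mean -0.19) did not pass under fry (adjusted p = 0.0709) or camera (0.272). It passed after quantile normalization (adjusted p = 0.0307) with a median of -0.09. Of its peaks, 68 were called (21 higher, 47 lower), and 71 adjusted over the list alone.

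Whether microglia-called peaks moved alike elsewhere was tested on overlapping peaks. Among NeuN+ peaks, those overlapping microglia-higher ones (2411) and microglia-lower ones (527) both fell, with medians of -0.63 and -0.55 (fry adjusted p = 0.00733 and 0.0072). In Olig2+ nuclei the medians were 0.07 (2367 peaks, adjusted p = 0.0752) and -0.27 (463 peaks, adjusted p = 0.0117). By camera each of the 4 sets differed from the other peaks of its table (adjusted p = 0.00731 or less). Neither test compared a set with peaks that overlap uncalled microglia peaks. NeuN+ peaks within 1000 bp of a TSS also fell as a class (median -0.53, against -0.23 for all peaks). The falls in NeuN+ nuclei therefore cannot be tied to the calls in microglia. The call of the microglia-lower set in Olig2+ nuclei was lost without any 1 of the 4 libraries (adjusted p = 0.0591 to 0.105). In NeuN+ nuclei the microglia-higher set was not called without SgshKO replicate 1 or 2 (adjusted p = 0.0605 and 0.0655), and the microglia-lower set not without SgshKO replicate 1 (0.0517).

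Differences in genotype effect between cell types were tested directly on 16761 peaks shared one to one by the 3 tables. The effect differed at 7116 peaks between microglia and NeuN+ nuclei (6835 higher in microglia), at 3619 between microglia and Olig2+ nuclei (2950 higher in microglia), and at 5318 between NeuN+ and Olig2+ nuclei (5165 lower in NeuN+). After quantile normalization within each table the counts were 3567, 2908 and 1977. Libraries were scaled within their own table, so a level set across tables rests on total tags. Leaving out NeuN WT replicate 1 or Olig2 SgshKO replicate 2 changed the last count to 3192 or 3396. The smallest p for microglia against NeuN+ was at the Ulk1 promoter (chromosome 5, 110810157 to 110810391), which rose in microglia from 98.5 ± 11.1 to 692 ± 137 normalized tags (log2 change 2.79) and changed by -0.80 in NeuN+ nuclei (343 ± 15.7 to 196 ± 0.98) and -0.04 in Olig2+ nuclei. Next was the Plrg1 promoter (chromosome 3, 83055330 to 83055531), at 2.62 against -0.79. Against Olig2+ nuclei the leading peaks were again Ulk1 and the Esrra promoter (chromosome 19, 6921841 to 6922148), which rose in microglia from 303 ± 15.2 to 1132 ± 85 (1.90) and changed by -0.44 in Olig2+ nuclei. For NeuN+ against Olig2+ nuclei they were the promoters of St3gal1 (chromosome 15, 67176798 to 67177134; -1.26 against 0.75) and A330009N23Rik (chromosome 15, 101224038 to 101224263; -1.24 against 0.92). The adjusted p of these differences ranged from 3.15e-11 to 1.43e-05. The model takes 1 spread from all 12 libraries, although microglia libraries varied more. Median residual variances were 0.105 in microglia, 0.0551 in NeuN+ and 0.0446 in Olig2+ nuclei. At Ulk1 the standard error of the difference to NeuN+ nuclei was 0.191, below the 0.267 of the microglia change alone. The p-values of differences that involve microglia are therefore likely too small.

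**Figure D4:**
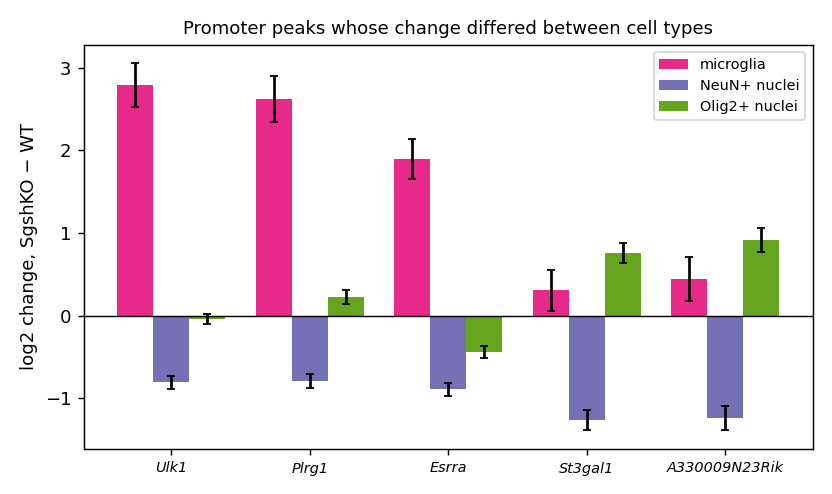
Log2 change between genotypes (vertical axis; bars, with limma's standard error) in each cell type at the 5 promoter peaks that had the 2 smallest p for the difference in any pair of cell types (horizontal axis, by gene). Ulk1 rose by 2.79 in microglia and changed by -0.80 in NeuN+ nuclei.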

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

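Of the tests in this part, the one that set live sorting against fixed nuclei and the one on scaling were fixed before their results were seen, while the omission of single libraries in the model across cell types was chosen after the data were seen.

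The genotype effect differed between cell types at 7116 shared peaks for microglia minus NeuN+ nuclei, 3619 for microglia minus Olig2+ nuclei and 5318 for NeuN+ minus Olig2+ nuclei, by the interaction term of the limma model. Most differences had 1 direction: 6835 of the first set were higher in microglia, and 5165 of the last were lower in NeuN+ nuclei. Scaling to total tags may account for a part. After quantile normalization within each table, 44.8%, 67.2% and 31.7% of the called peaks were called again in the same direction, so fewer than 50% of the calls of each NeuN+ pair held and scaling stays a candidate source. After that normalization 11.8% of shared peaks still differed between NeuN+ and Olig2+ nuclei. Both nuclei sorts followed 1 protocol, so this value cannot test live sorting against fixed nuclei. For the microglia pairs the sort protocol and the cell type are confounded. In simulation, unchanged peaks made up 9.05% and 9.27% of calls for microglia minus NeuN+ and microglia minus Olig2+ nuclei, so those 2 counts are somewhat inflated. For NeuN+ minus Olig2+ nuclei, where no change was simulated, 0 peaks were called. The model shares 1 spread over all libraries although microglia varied more, so p-values of the microglia pairs are likely too small. Leaving out NeuN WT replicate 1 or Olig2 SgshKO replicate 2 gave 3192 or 3396 for the last pair. A difference between cell types in their response to the loss of Sgsh stays open and untested beyond this.

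At single peaks, the difference in log2 change between microglia and NeuN+ nuclei was 3.59 at the Ulk1 promoter and 3.40 at the Plrg1 promoter. Between microglia and Olig2+ nuclei it was 2.83 at Ulk1 and 2.33 at Esrra. Between NeuN+ and Olig2+ nuclei it was -2.02 at St3gal1 and -2.15 at A330009N23Rik. Each kept its sign and its call after quantile normalization, with a pseudocount of 5 and with each library left out. The Ulk1, Plrg1 and Esrra differences arise mainly from increases in microglia, with log2 changes of 2.79, 2.62 and 1.90, which are also calls in the microglia table. All 5 peaks sit at promoters, and NeuN+ promoters fell as a class, which may add to the differences that involve NeuN+ nuclei: after quantile normalization, which reduces that shift, 31.7% of NeuN+ minus Olig2+ calls remained. GC content could not be examined without the genome sequence.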

How the results depend on the processing

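Alternatives added after the data were seen were cyclic loess, gene density loess, the Peak Score filter, all thinned settings, edgeR without each library, and the omission of libraries in the model across cell types.

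The number of called microglia peaks (6765) was 14522 with in-peak scaling, 11972 after median-of-ratios scaling, 10484 after quantile normalization, 11678 after the gene density correction, 14202 by edgeR with TMM and 10658 at an adjusted p under 0.1. It was 2882 when thinned to 1 total (4292 by edgeR). Leaving out 1 library gave 557 to 18850 calls by limma; by edgeR it gave 701 and 320 without WT replicates 1 and 2, and 13251 and 15700 without SgshKO replicates 1 and 2. With 1 library on a side, the spread comes from the other pair alone and the lone library is assumed to vary like it: the median residual variance was 0.114 without a WT library and 0.0398 without a SgshKO library.

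In NeuN+ nuclei (32105) the count was 16701 after quantile normalization, 4900 by DESeq2, 15583 with a change of at least 2-fold, and 15027 when thinned to 1 total (18028 by edgeR). Leaving out 1 library gave 0 to 14482 calls by limma. By edgeR it gave 19478 and 23559 without WT replicates 1 and 2, and 0 without either SgshKO library (28119 and 26172 at an unadjusted p under 0.05, and 33265 and 32556 by limma). Ties between the WT libraries bear on the 0: limma's prior degrees of freedom were 1.81 there. In Olig2+ nuclei (16370) it was 3589 by DESeq2, 6857 with a change of at least 2-fold and 4356 when thinned to 1 total (6217 by edgeR). Leaving out 1 library gave 6090 to 15596 by limma, and by edgeR 9941 and 10704 without SgshKO replicates 1 and 2. DESeq2 also recovered fewer simulated changes. The 2-fold rule is stricter by construction. When thinned to 1 total with the second library of each genotype 10% lower, which breaks ties between replicates, the counts were 5829, 28784 and 12674 (7492, 30244 and 14003 by edgeR). For the other alternatives named here the cause was not tested. Pseudocounts, the filter on low peaks, autosomes only, the Peak Score filter and edgeR with deposited totals kept each count within 1.5 times. No peak called with the deposited totals was called in the opposite direction under an alternative, except 55 NeuN+ calls after quantile normalization and 190 after cyclic loess.

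The labels do not say whether same-numbered libraries are paired. Their deviations correlated at 0.042, 0.0036 and 0.0007 across peaks in microglia, NeuN+ and Olig2+ nuclei. That value does not register a shift shared by all peaks. In microglia, replicate 1 had the higher share of tags in peaks in WT (55.8% against 48.7%) and in SgshKO (67.4% against 53.7%). The block lowered the median residual variance there from 0.105 to 0.0513, and from 0.0551 to 0.0371 in NeuN+ nuclei. A shift shared by same-numbered microglia libraries thus stays possible. With a replicate block, microglia had 14489 called peaks, NeuN+ nuclei 35764 and Olig2+ nuclei 17632, and the model across cell types 7385, 3919 and 5648. The list medians are the same by construction (DAM 0.28, homeostatic -0.49, lysosome 0.10, interferon 0.07, NeuN+ lysosome -0.27, Olig2+ lysosome -0.14), and no list changed its call. With the block, the microglia-higher set in NeuN+ nuclei (median -0.63, adjusted p = 0.056) and the microglia-lower set in Olig2+ nuclei (-0.27, adjusted p = 0.111) no longer passed. The microglia-lower set in NeuN+ nuclei (-0.55) kept its call, and the microglia-higher set in Olig2+ nuclei (0.07) stayed uncalled (adjusted p = 0.219). Among peaks followed in microglia, Cx3cr1 (adjusted p = 0.00751), Cst7 (0.0179), Tmem119 (0.0191), Lpl (0.0287) and Sgsh (0.0434) were called with the block. In simulation, unchanged peaks made up 11.3% of microglia calls with the block, against 4.32% without it. The shares were 8.29% against 2.19% in NeuN+ and 5.34% against 4.43% in Olig2+ nuclei. Block calls of microglia and NeuN+ nuclei may therefore be inflated. The simulated counts held no replicate effect, so they cannot settle this for libraries that share a shift.

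The DAM and homeostatic lists passed with camera (0.28 and -0.49), in-peak scaling (0.073 and -0.69) and quantile normalization (0.23 and -0.45). The NeuN+ lysosome list failed with camera (-0.27) and after quantile normalization (-0.076), and had a median of 0.005 with in-peak scaling (adjusted p = 0.0382). The Olig2+ lysosome list passed over 1000 bp from a TSS (-0.28), with in-peak scaling (-0.12) and after quantile normalization (-0.086), and its test direction turned within 1000 bp (-0.034, adjusted p = 0.958). The microglia lysosome and interferon medians were -0.10 and -0.14 with in-peak scaling, and the interferon list turned over 1000 bp from a TSS (-0.018). The microglia-higher set in Olig2+ nuclei passed with in-peak scaling (0.093, adjusted p = 0.00326). The sign changes with in-peak scaling come from a shift of all peaks: minus the median of all peaks, the NeuN+ lysosome list stayed at -0.041 and the microglia lysosome and interferon lists at 0.179 and 0.145. For the other changes the cause was not tested.

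Without 1 library the medians ranged from 0.10 to 0.40 for DAM, -0.58 to -0.27 for homeostatic, -0.048 to 0.28 for lysosome and -0.15 to 0.41 for interferon. The NeuN+ lysosome list ranged from -0.29 to -0.18 and the Olig2+ one from -0.18 to -0.12. The microglia lysosome (-0.048) and interferon (-0.15) medians fell below 0 without SgshKO replicate 1, but minus the median of all peaks were 0.226 and 0.123. Without WT replicate 2 the lysosome median was -0.02 while fry gave a higher direction (adjusted p = 0.966). The microglia-higher and microglia-lower sets ranged from -0.66 to -0.58 and -0.58 to -0.51 in NeuN+ nuclei, and from 0.06 to 0.10 and -0.31 to -0.22 in Olig2+ nuclei.

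In the model across cell types, quantile normalization gave 3567 for microglia minus NeuN+ and 1977 for NeuN+ minus Olig2+ nuclei. Leaving out 1 library gave 5819 to 8162, 2483 to 4444 and 3192 to 6587 for the 3 pairs.

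Of the named peaks, those that turned were uncalled with the deposited totals: with in-peak scaling Gpnmb (-0.064), Itgax (-0.026), Mitf (-0.004) and P2ry12 (-0.12), all above the median of all peaks (-0.28); with median-of-ratios scaling Tfe3 (0.018), where all peaks moved from -0.08 to -0.03; after quantile normalization and cyclic loess Tmem119 (-0.02 and -0.001); when thinned P2ry12 (-0.012). Without 1 library, Gpnmb ranged from -0.083 (WT replicate 1) to 0.353, Clec7a reached 0.182 (SgshKO replicate 2, where the median of all peaks was 0.154), and P2ry12 ranged from -0.557 (WT replicate 2) to 0.707, with -0.047 without SgshKO replicate 2. The correction for GC content, alone and with the block, and the motif comparison with its alternatives were not run for want of the genome sequence. The median peak held 17 to 39 reads per library. Among simulated 2-fold changes at peaks at or above the median signal, limma recovered 20%, 12% and 52% in the lower 50% by signal and 44%, 58% and 92% in the upper, in microglia, NeuN+ and Olig2+ nuclei. Recovery thus rose with signal within a table. Between tables it did not follow the median reads per peak, which reached 39 in microglia and 30 in Olig2+ nuclei. In the upper 50% it rose in the order of mean library totals, from microglia to NeuN+ to Olig2+ nuclei. The median residual variance fell in the same order (0.105, 0.0551 and 0.0446), so totals and replicate spread cannot be told apart here. In the lower 50% recovery did not follow that order, as NeuN+ nuclei were lowest.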

Other observations

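In this part, the tests of the chromosome 1 peak, of the window around Sgsh, of the strongly lower Olig2+ peaks, of thinned WT libraries, of ties in thinned libraries and of the neuron markers in NeuN+ nuclei, and the counts at Neat1, were chosen after the results were seen, as were the loess correction and the glucocorticoid and immediate-early lists after the tables were read.

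A 201 bp stretch of chromosome 1 upstream of Col19a1 had 0 reads in all 4 WT nuclei libraries and 700 to 1189 reads in the SgshKO ones. Sampling noise is excluded, since the SgshKO level would have given 863 reads in the shallower NeuN+ WT library. This is the only peak (1 in each nuclei table) at 0 in both WT libraries with at least 20 reads in both SgshKO libraries. Reads filtered or placed differently between the genotypes, at a place of repeated sequence such as a nuclear copy of mitochondrial DNA, may be the source. This cannot be told apart from a sequence difference between the mice, because neither reads nor genome sequence were used here. In microglia the same criterion picked 1 peak in an intron of Cdh4 (0 and 0 reads in WT, 27 and 29 in SgshKO), and the reverse picked 1 on chromosome Y near Erdr1 (52 and 20 reads in WT, 0 and 0 in SgshKO), chosen after their values were seen. A single microglia library, WT replicate 2, had 9 peaks with at most 1 read where the other 3 libraries had at least 30, and no other library had any.

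The fall of peaks near a TSS in SgshKO NeuN+ nuclei could follow from the lower share of tags in peaks there. Peaks of equal mean signal argue against this: near-TSS peaks were lower than distal ones by over 0.1 in 10 of 10 deciles. Gene density, which goes with GC content, is a second candidate explanation. The log2 change correlated with gene density across NeuN+ peaks (Spearman -0.28, against -0.03 and -0.01 within the WT and SgshKO pairs; peaks are not independent), at -0.275 before rounding, so a density or GC trend that separates the genotypes is present. In microglia and Olig2+ nuclei the correlation was 0.08 and 0.10. The trend is not the whole source, as the gap between near-TSS and distal peaks was -0.35 after a loess correction on gene density and -0.42 before, and 64.6% of NeuN+ calls remained. GC content itself was not tested. What remains open is a library-level difference at promoters, such as transposition or fixation, and a biological loss of promoter accessibility in SgshKO neurons.

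Depth differed between genotypes in the nuclei sorts. When the WT libraries were thinned to the totals of the SgshKO libraries, 90.6% of NeuN+ and 83.8% of Olig2+ calls were made again, which argues against depth as the source. A first version, written before its result, thinned all 4 libraries to 1 total, with depth to be the cause where under 50% of calls were made again. It gave 55.7% (NeuN+) and 37.9% (Olig2+) by edgeR and 46.7% and 26.6% by limma, so that 3 of the 4 shares met that limit. The test was replaced after these values were seen. With equal totals, replicates of a genotype held identical values at 13.2% of NeuN+ and 11.0% of Olig2+ peaks, against 0.429% and 0.063% before, and limma's prior degrees of freedom were 3.93 and 4.87, against 16.6 and 29.0. Thinning the second library of each genotype by a further 10% lowered these ties to 0.138% and 1.22%. Then 85.5% and 78.2% of calls were made again by edgeR and 82.9% and 73.0% by limma, at a lower depth, so ties may account for most of the loss. Thinning each library by 1 common share left 82.0% and 78.9% of calls.

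Cells of another type in the sorts were weighed with marker lists. In microglia, 0 of the 4 lists of other brain cells (neuron, oligodendrocyte, astrocyte, endothelial) separated the genotypes in summed tags. As shares of tags in peaks, the oligodendrocyte and endothelial lists were lower in SgshKO (log2 ratios -0.19 and -0.42) while the neuron and astrocyte lists overlapped (-0.29 and -0.13). The spread between the SgshKO libraries leaves other cells open. Blood myeloid markers within 1000 bp of a TSS were higher in SgshKO (70.9 and 62.7 normalized tags in WT against 110 and 78.9 over 5 peaks), but over all 37 peaks of the list the shift did not pass (limma's fry adjusted p = 0.709 over 7 tests, 0.57 before adjustment), nor after quantile normalization (adjusted p = 0.0831), so that blood myeloid cells may or may not contribute. Among NeuN+ libraries the 4 lists of other cells were all lower in SgshKO in summed tags (as shares of tags in peaks the astrocyte list overlapped), which is the pattern written beforehand for a change in other cells. The neuron list fell as well (log2 ratio -0.82), which fewer nuclei of other types would not cause. This value, seen afterwards, cannot decide the reading. The sums use peaks within 1000 bp of a TSS, a class that fell as a whole in NeuN+ nuclei (median -0.53). A change in other cells therefore stays open there. In Olig2+ nuclei 4 of 4 lists of other cells were higher in SgshKO, and the oligodendrocyte list was lower (log2 ratio -0.19). The astrocyte, neuron, microglia and endothelial ratios were 0.14, 0.31, 0.45 and 1.64, the last 2 from 1 peak each. A lower share of oligodendrocyte-lineage nuclei in SgshKO is therefore a candidate source of a part of the Olig2+ changes. Neurons or microglia do not account for the higher peaks as a set, of which 54.9% overlap a peak of the other tables, against 56.4% to 59.7% in 1000 draws of uncalled peaks matched on signal. Peaks called lower also overlapped less than such draws (47.2% against 51.9% to 54.6%). With draws matched on TSS class as well, the higher peaks stayed below them (57.2% to 60.1%). The lower peaks then lay within theirs (45.4% to 47.9%). The 4476 peaks lower by at least 2-fold were chosen by their change (median -1.25), so all peaks were tested by limma against the largest fall of the oligodendrocyte sum between 2 libraries (-0.21). Below it lay 3315 peaks, and 3213 with in-peak scaling and 1430 after quantile normalization, each against its own fall. Those peaks fell by more than the marker sum. A smaller share of oligodendrocytes alone would give none only if no peak is diluted more than that sum. The sum holds 42 peaks within 1000 bp of a TSS, whereas 8106 of the 9627 peaks called lower lie farther away. Olig2+ peaks near a TSS and distal ones had medians of 0.05 and -0.13. The test therefore cannot exclude dilution as the source for those peaks. Of the 4476, 53.7%, 52.3% and 22.8% passed. At least 50% under each scaling had been asked for, so dilution stays open by that rule as well. A loss of a subset of the lineage was not tested. Astrocytes and endothelial cells stay open for the higher peaks: the overlap test was first written for cells of any other type and was narrowed after its result, since those types have no table.

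Several of the strongest decreases in Olig2+ nuclei lie near genes known to respond to glucocorticoids, among them Pdk4, which led to a hypothesis of lower glucocorticoid signalling in the SgshKO mice. A list of 20 other such genes (261 peaks) was lower in SgshKO Olig2+ nuclei, with a median of -0.40 against -0.07 for all peaks (fry adjusted p = 0.0098 over 7 tests, 0.0042 before adjustment) and 65 peaks called lower against 7 higher. After quantile normalization the medians were -0.32 and -0.01 (adjusted p = 0.0103). The list was also lower in NeuN+ nuclei (median -0.41 against -0.23, adjusted p = 0.00826), and after quantile normalization as well (-0.20 against -0.08, adjusted p = 0.0103). In microglia it did not pass (-0.21 against -0.08, adjusted p = 0.709), but after quantile normalization it was lower there too (-0.18 against -0.06, adjusted p = 0.0497). The values are consistent with the hypothesis, but 2 mice or pools per genotype could differ by handling stress or time of day, which the labels do not give.

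Activation during dissociation may alter microglia. The immediate-early list did not pass in microglia (fry adjusted p = 0.836, median -0.01 against -0.08), nor after quantile normalization (adjusted p = 0.0856, median -0.11 against -0.06), which leaves the question open given the spread between the SgshKO libraries. The same list was lower in NeuN+ nuclei (median -0.47 against -0.23, adjusted p = 0.00826; after quantile normalization -0.32 against -0.08, adjusted p = 0.00861). In Olig2+ nuclei it did not pass with the deposited totals (0.11 against -0.07, adjusted p = 0.106), but was higher in SgshKO after quantile normalization (0.18 against -0.01, adjusted p = 0.0103) and by camera (adjusted p = 0.0126).

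At the noncoding RNA gene Neat1, 35 of 38 microglia peaks were called higher in SgshKO (median log2 change 2.66), and 35 after quantile normalization. In NeuN+ nuclei 0 of 14 were called higher and 3 lower, and in Olig2+ nuclei 3 of 43 were called higher and 6 lower. After quantile normalization these counts were 1 higher and 0 lower, and 4 higher and 6 lower. Neat1 was picked after its values were seen, and no explanation was tested.

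A strain segment carried along with the Sgsh allele would place called peaks near Sgsh. Within 5000000 bp of the gene 9.75%, 29.3% and 15.4% of peaks were called in microglia, NeuN+ and Olig2+ nuclei, against 7.37%, 29.8% and 19.8% of all peaks. These shares exceeded those of 86.0%, 37.6% and 5.93% of other windows, which leaves open whether a segment adds to the calls there. The window held 123 of 6765, 388 of 32105 and 229 of 16370 calls.

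On the 105 shared peaks of the lysosome list, the genotype effect was higher in microglia than in NeuN+ and Olig2+ nuclei (median differences 0.74 and 0.29, fry adjusted p = 6.99e-05 and 0.00135), but all shared peaks had median differences of 0.60 and 0.17, so most of the shift is not particular to the list. Between NeuN+ and Olig2+ nuclei the list differed by -0.44 (adjusted p = 0.00135), against -0.50 for all shared peaks.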
